A study of Mus musculus with 6 samples.

How the data were processed

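RNA was measured by sequencing in 6 libraries of N2a cells, an established mouse neuroblastoma line. Per the labels, 3 libraries came from cells expressing GFP from an AAV1 vector (adeno-associated virus of serotype 1) and 3 from cells expressing PICD from the same kind of vector, each set from 3 independent experiments. The series title concerns the cleavage of the phosphatase PTPRT; the labels do not spell out PICD.

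The deposited table holds a signal per gene and library: a read number divided by one factor per column. This was read from the values, since neither the labels nor the file header state the aligner, the counter, the genome build, the annotation or the normalization. In each column the low values fell on whole multiples of a constant, taken to be the worth of 1 read, which ranged from 0.940 to 1.03 across the 6 columns. Of the values above 0 and under 1000 reads, 97.4% to 97.6% per library lay within 0.1 reads of a whole multiple. The rest were fractional, and each library listed 21 to 32 genes at less than 1 read, the smallest at 2.56e-293 in 1 GFP library. How these fractions arose is not recorded; values of this kind occur where a program shares reads between genes by an estimate. The design written before the data were examined named a count model for counts or estimated raw counts. It named limma for counts already divided by size factors or otherwise normalized. Since the deposited values were already divided by a factor per column, the limma branch applied and they were analysed on a log scale. No count test was run, on these values or on the implied read numbers.

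Dividing each column total by the worth of 1 read gave implied depths of 17825002 to 19542942 reads assigned to genes. At these depths 3 reads, the smallest amount taken as detectable, are between 1.54e-05% and 1.68e-05% of a library. That floor covers counting error only, and reads without molecular identifiers are not independent molecules.

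Columns were assigned to groups by their names. The names number the columns of each group from 0 to 2, whereas the sample titles number them from 1 to 3, so no column was tied to 1 titled sample. Libraries are named here by group and column number (GFP library 0, PICD library 0 and so on). All 6 columns were used.

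Genes were kept when their mean over the 6 libraries was at least 10, which left 15392 of 43612 genes; 18764 genes were at 0 in all 6 libraries. Values were transformed as log2(value + 1), so fold changes are on that scale and understate the change of low genes. The comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with group as the only factor and all 6 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Similarity of libraries was measured as the root mean square difference of log2 values over the tested genes, and the between-group mean was set against the within-group mean with an exact permutation test (one-sided, smallest possible p 0.1).

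The pairing of libraries comes from the numbers in the deposited column names, which occur once in each group. Whether same-numbered columns belong to 1 experiment is not stated. A fit with that number as a replicate block was therefore added after the data were examined and is given beside the unblocked fit.

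The fits were tested on simulated data. Negative binomial reads were drawn for the 15392 tested genes at the real means, depths and spread, with 200 genes changed in each of 5 simulations per fold change. At a 2-fold change the unblocked fit recovered 80.4% of the changed genes, and 100% of those with a mean of 100 or more. At 1.5-fold it recovered 65.6%, and at 1.2-fold 25.1%. Between 5 and 17 unchanged genes were called per simulation at 2-fold, and 0 to 1 when no gene was changed. In further simulations same-numbered libraries deviated together, because the reads were drawn around the means of the real same-numbered libraries. Those means carry noise of the real libraries, which was thereby counted as shared deviation. The shared deviations were thus inflated, and the gain from the block can be overstated. In these simulations the fit with the replicate block recovered 45.9% of genes changed 1.2-fold, against 2.1% without it. At 1.5-fold the recoveries were 68.7% with the block and 58.4% without it, and at 2-fold 83.1% and 74.4%. The fit with the block called 0 to 1 genes when none was changed. It called 0 to 11 unchanged genes per simulation at 1.2-fold and 4 to 12 at 2-fold, where the fit without the block called 0.

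Genes to be named were chosen by a rule written before the data were examined: the largest changes past the threshold whose groups do not overlap, and, because fewer than 10 genes passed, the genes with the smallest unadjusted p-values in each direction. The table identifies genes only by XLOC numbers, with no symbols or coordinates, so the rule was limited to 2 identifiers per direction and no gene name, locus or sequence is given. For the same reason the planned look-up of single transcripts, PTPRT among them, and the planned gene set tests were not run.

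Alternatives to the filter, the scaling, the pseudocount, the prior, the threshold and the set of libraries were computed. Those chosen after the data were examined are the replicate block, the distances between libraries with different numbers only, a robust prior and the removal of genes with a fractional value. Fractions were assessed only in values under 1000 reads, so this removal could not reach genes above that in every library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.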

Results

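To find transcripts that differ when PICD is expressed, RNA from N2a cells carrying an AAV1 vector for PICD was compared with RNA from N2a cells carrying a GFP vector, with 3 libraries per group. The implied depth was 19542942, 17882574 and 17965770 reads in GFP libraries 0, 1 and 2, and 18509145, 18309248 and 17825002 reads in PICD libraries 0, 1 and 2. After the scaling of the deposited values, the column totals lay between 18139905 and 18502408. Between 21341 and 21690 genes had a value above 0 in each library. The most abundant gene took 2.86% to 3.04% of a library's total, and the 10 most abundant together took 7.18% to 7.44%.

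The 6 transcriptomes were closely similar. The Pearson correlation of log2 values over the 15392 tested genes was 0.988 to 0.990 for the 6 pairs of libraries within a group and 0.988 to 0.991 for the 9 pairs between groups. The root mean square difference between libraries averaged 0.381 ± 0.0134 log2 units (SD over 6 pairs) within groups and 0.384 ± 0.0168 (SD over 9 pairs) between groups. This difference of 0.00266 was smaller than the spread between pairs (exact permutation test, one-sided, p = 0.5; the smallest p for 3 against 3 libraries is 0.1). Libraries with the same number in the column names were closer across groups than the others, at a mean of 0.372 log2 units over 3 pairs against 0.390 ± 0.0139 (SD over 6 pairs), while every pair within a group has different numbers. The same-numbered pairs thus lowered the between-group mean only. The permutation test therefore cannot tell groups that are alike from a group difference masked by the pairing. Over pairs with different numbers, a comparison added after the data were examined, the between-group excess was 0.00874. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, reached it (share 0.25, the smallest possible), and the next highest was 0.00668. No 2 libraries were copies of each other, since the chi-square of their read numbers ranged from 3.27 to 6.85 per degree of freedom over the 15 pairs. The first principal component held 24.9% of the variance and the second 21.2%, and neither placed all GFP libraries apart from all PICD libraries.

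**Figure D1:**
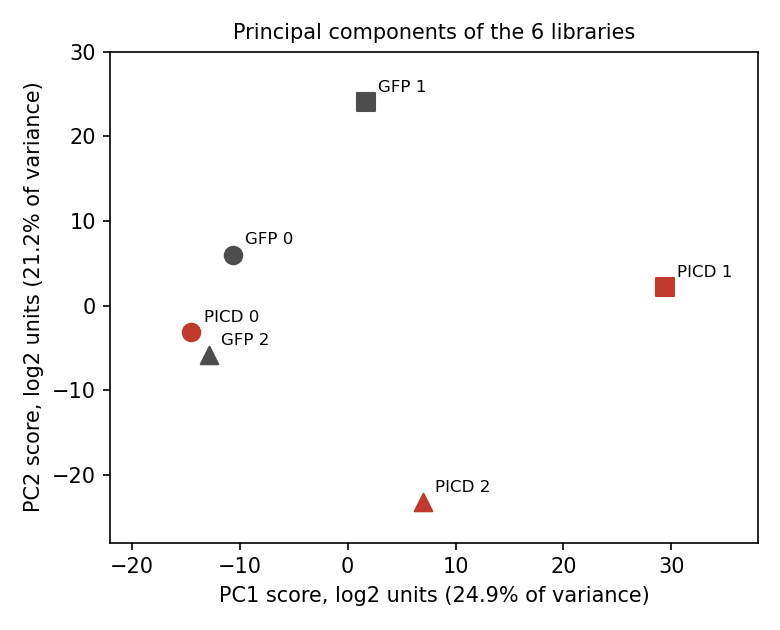
Scores of the 6 libraries on the first and second principal components of log2(value + 1) over the tested genes, in log2 units (grey, GFP; red, PICD; the marker shape gives the number in the column name). PICD library 0 lies next to GFP libraries 0 and 2, at -14.5 against -10.7 and -12.9 on the first component, while PICD library 1 lies at 29.4.

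The spread between replicates depended on abundance. The median SD of log2 values within groups was 0.34 for the 4586 genes with a mean of 10 to under 100, 0.11 for the 6322 genes with a mean of 100 to under 1000, and 0.059 for the 4484 genes with a mean of 1000 or more. Relative to counting error alone, the variance of the reads within groups was 2.08, 3.17 and 7.57 times as large in these classes. The read numbers were not adjusted for depth here. These ratios therefore include differences in depth between libraries, which add more at high abundance, and are not a measure of replicate spread alone.

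In the comparison of PICD with GFP, 2 of 15392 genes passed an adjusted p of 0.05 (limma, Benjamini-Hochberg adjustment), 1 higher and 1 lower in PICD. At an unadjusted p under 0.05 there were 1166 genes, 576 higher and 590 lower, where 770 would be expected by chance. In 2023 genes, or 13.1% of those tested, the 3 PICD values all lay on one side of the 3 GFP values, against 10% by chance. The median log2 fold change was -0.0056, and 86.3% of the tested genes changed by less than 1.2-fold. The choice that moved the count most was the replicate block. Deviations from the group mean were correlated between same-numbered GFP and PICD libraries, with a mean Pearson r over the 3 pairs of 0.0930 across all tested genes and 0.380 across the genes with a mean of 1000 or more (across genes, which are not independent replicates). With the number in the column names as a replicate block, 125 genes passed an adjusted p of 0.05 in limma, 64 higher and 61 lower, and they included the 2 genes called without the block. Of the 125 genes, 115 changed in the same direction in all 3 pairs. Since the fit with the block selected these genes on the same 3 differences, this agreement is no separate evidence. Changes of the 125 genes ran from 1.09-fold to 24.5-fold, with a median of 1.18-fold. Among them 16 held a fractional value, meaning a read number that was not whole in at least 1 library. Fractions could not be assessed in genes with 1000 reads or more in every library. The median of the mean values of the 125 genes was 1912 scaled reads, so many of the others were not assessable. With quantile normalization in place of the deposited scaling, the fit with the block called 55 genes, 35 higher and 20 lower. Without the intensity trend it called 0 genes, with 1229 at an unadjusted p under 0.05.

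**Figure D2:**
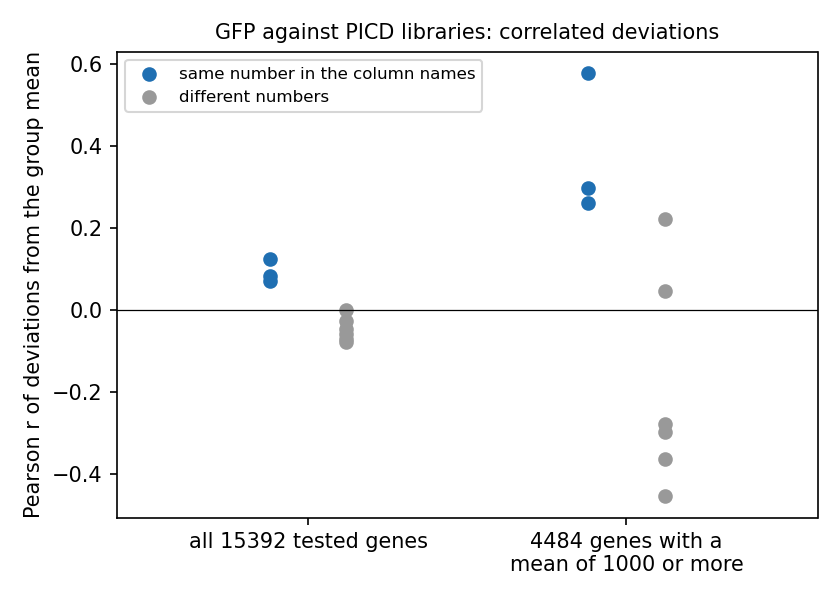
Pearson r, across genes, between the deviations of each GFP library and each PICD library from their group means, for all 15392 tested genes and for the 4484 genes with a mean of 1000 or more (blue, same number in the column names; grey, different numbers). Among the 4484 genes the same-numbered pairs lie at 0.262, 0.580 and 0.298, and the other pairs between -0.455 and 0.224.

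Genes are given by the XLOC identifiers of the table, which carry no symbol or genomic position. Of the 2 genes past the threshold in the unblocked fit, the one with the larger change was XLOC_005232. Its value was 81.2 ± 7.52 scaled reads (SD, n = 3) in GFP libraries and 169.9 ± 9.01 (SD, n = 3) in PICD libraries, a 2.08-fold increase. The log2 fold change was 1.06 (SE 0.14, 95% confidence interval 0.76 to 1.36; limma adjusted p = 0.0167), and the adjusted p was 0.000211 with the replicate block. The SE of this gene was also 0.14 with the block, so its smaller p did not come from a gain in precision. The differences of the same-numbered libraries were 1.15, 1.08 and 0.94 on the log2 scale for numbers 0, 1 and 2. The 3 GFP libraries lay between 75.1 and 89.6 and the 3 PICD libraries between 159.7 and 177.0. The gene that passed the threshold in the other direction was XLOC_040038, at 699.8 ± 64.5 scaled reads (SD, n = 3) in GFP and 482.2 ± 10.3 (SD, n = 3) in PICD libraries. Its log2 fold change was -0.53 (SE 0.076, 95% confidence interval -0.69 to -0.37; limma adjusted p = 0.0215), and the adjusted p was 0.000206 with the replicate block. Its same-numbered differences were -0.57, -0.67 and -0.36. Both genes had at least 74 reads in every library and no fractional value.

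The next gene in each direction did not pass the threshold in the unblocked fit. XLOC_019239 rose from 1663 ± 59.8 to 2062 ± 71.2 scaled reads (SD, n = 3 each), a log2 fold change of 0.31 (SE 0.051; limma adjusted p = 0.0663). XLOC_021277 fell from 679.0 ± 21.8 to 534.1 ± 8.31 scaled reads (SD, n = 3 each), a log2 fold change of -0.35 (SE 0.066; limma adjusted p = 0.144). With the replicate block the limma adjusted p was 0.000226 for XLOC_019239 and 0.00583 for XLOC_021277.

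**Figure D3:**
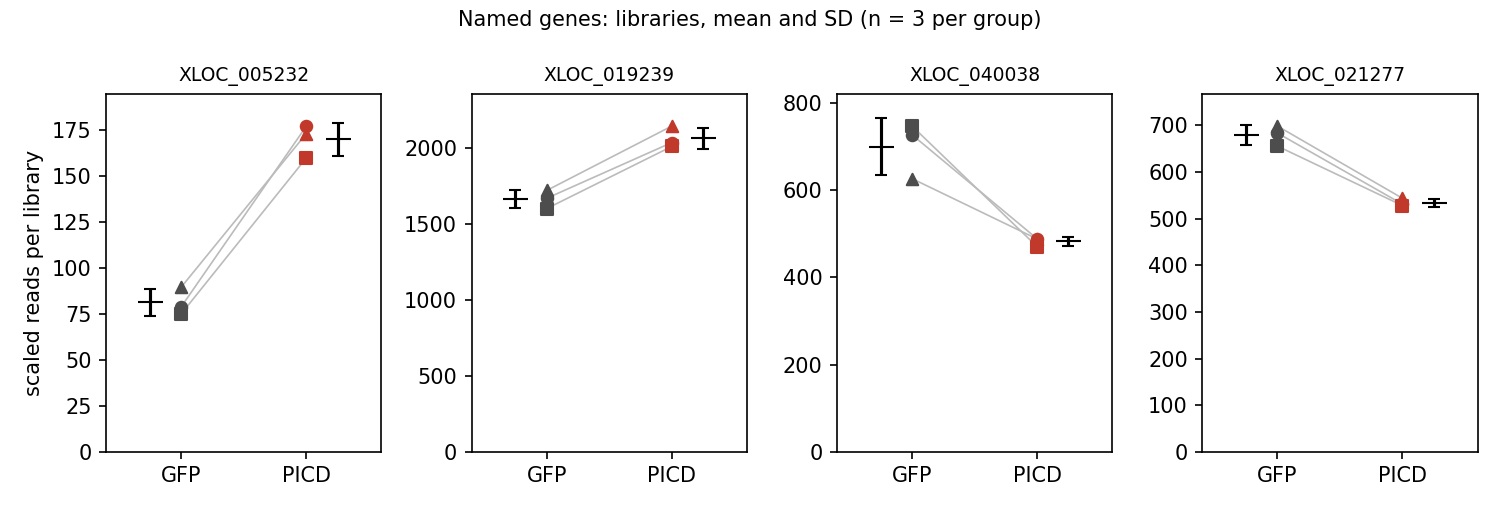
Scaled reads of 4 genes in each library (grey, GFP; red, PICD; the marker shape gives the number in the column name), with the group mean and SD beside the points (n = 3 per group) and grey lines joining same-numbered libraries. XLOC_005232 and XLOC_019239 are higher in every PICD library than in any GFP library, and XLOC_040038 and XLOC_021277 are lower.

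Changes of 2-fold or more were found in 78 tested genes, 60 of them with an unadjusted p under 0.05 and 1 of them, XLOC_005232, past the adjusted threshold in the unblocked fit. With the replicate block 8 genes passed it with a change of 2-fold or more, 7 higher and 1 lower, and 6 of them changed by more than XLOC_005232. Of these 8 genes, 5 held a fractional value and 5 had a mean under 50 scaled reads. The largest change, 24.5-fold on the log2(value + 1) scale, was in a gene with a fractional value. That gene had 5.48 ± 9.45 scaled reads in GFP and 70.8 ± 37.2 in PICD libraries (SD, n = 3 each). Its limma adjusted p was 0.000563 with the block and 0.0693 without it. Of the 60 genes in the unblocked fit, 56 had a mean under 50 scaled reads and 10 held a fractional value. Only 2 of the 60 had neither property. One was XLOC_005232. The other, looked at only because it belonged to this count, had 177.6 scaled reads in GFP library 0 and 61.9 and 51.5 in the other GFP libraries, against 173.0, 159.7 and 177.1 in the PICD libraries, and its limma adjusted p was 0.534.

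**Figure D4:**
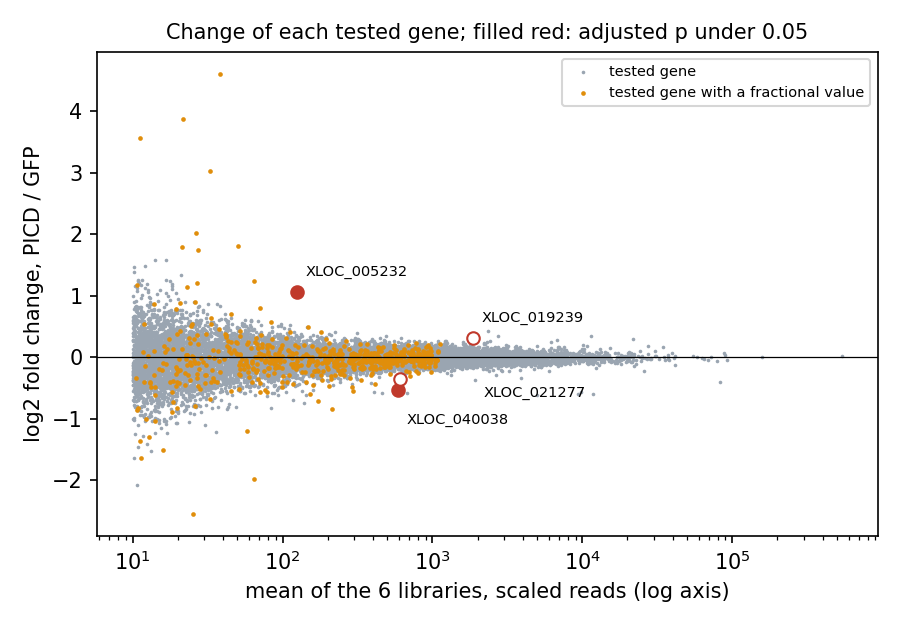
Log2 fold change of PICD over GFP against the mean of the 6 libraries in scaled reads (log axis) for the 15392 tested genes. Genes with a fractional value are orange, the 2 genes past an adjusted p of 0.05 are filled red circles, and the 2 further named genes are open red circles; the changes of 2-fold and more lie mostly under a mean of 50.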

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

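The 2 genes called in the unblocked fit were both called again with no filter on low values, with a mean of at least 50, with median-ratio rescaling, with scaling to equal totals, with quantile normalization, with a pseudocount of 0.1 or 10, with a robust prior, without the genes that held a fractional value and with the replicate block. They were not called by limma without the intensity trend, and each was lost in at least 1 of the fits that left out 1 library. The cause of these losses was not tested.

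The total count, with its higher and lower parts, moved as follows. Scaling to equal totals gave 6 genes, 5 higher. Quantile normalization gave 4 genes, 3 higher, and a pseudocount of 10 gave 4 genes, 3 higher. The robust prior gave 6 genes, 5 higher, and removing genes with a fractional value gave 5 genes, 4 higher. Each of these kept 1 gene lower. Limma without the trend gave 0 genes, 0 higher and 0 lower, beside 980 genes at an unadjusted p under 0.05. Asking for a change of at least 2-fold left 1 gene, with 0 lower, without the block and 8 genes, with 1 lower, with it. The replicate block gave 125 genes, 64 higher and 61 lower, and raised the genes at an unadjusted p under 0.05 from 1166 to 1932. No scaling moved the median log2 fold change beyond -0.00050 to -0.0056.

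Across the 6 fits that each left out 1 library, the count ran from 0 to 10 genes, with 0 to 5 higher and 0 to 7 lower, and 784 to 1381 genes had an unadjusted p under 0.05. The fit with 0 genes was the one without PICD library 2, and it also had the 784. The excess of between-group over within-group distance ran from -0.0029 to 0.0145 log2 units across these fits, so its direction reversed in 2 of them; the smallest p over them was 0.1, the lowest that the design allows. These distances include the same-numbered pairs, which occur only between groups. Over libraries with different numbers only, and with all 6 libraries, the excess was 0.00874.

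For XLOC_005232 the log2 fold change stayed between 0.98 and 1.13 in all alternatives, and its limma adjusted p ranged from 0.000211 to 0.194 over the changes of processing and from 0.0128 to 0.22 over the fits without 1 library, passing in 5 of 6. For XLOC_040038 it stayed between -0.61 and -0.48, with a limma adjusted p of 0.000206 to 0.56 and of 0.00988 to 0.22, passing in 3 of 6. XLOC_019239 passed the threshold in 6 alternatives and XLOC_021277 in 1, the replicate block.

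The count with the replicate block depended on further choices. It was 135 genes with median-ratio rescaling, of which 122 were among the 125. It was also 135 with scaling to equal totals, of which 119 were shared. Quantile normalization gave 55 genes, 54 of them shared, and the filter at a mean of 50 gave 133, 116 of them shared. Removing genes with a fractional value gave 196, 109 of them shared. Limma without the trend gave 0, beside 1229 genes at an unadjusted p under 0.05. Leaving out the libraries numbered 0, 1 or 2 gave 365, 16 and 87 genes, of which 111, 14 and 55 were among the 125; these fits rest on 2 libraries per group.

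The replicate block planned from the numbers in the sample titles was replaced by the one from the column names, since the titles could not be tied to columns. The planned results on the PTPRT transcript, the STAT3 target list and the other gene lists were not run, because the identifiers in the table carry no gene names. In data simulated without shared deviations, the unblocked fit recovered a 1.2-fold change in 36.5% of the changed genes with a mean of 100 or more and in 25.1% of all changed genes. Where same-numbered libraries deviated together, 2.1% of all changed genes were recovered without the block and 45.9% with it. The shared deviations of that simulation included noise of the real libraries, so this gain can be overstated. In these 1.2-fold simulations 0 unchanged genes were called without the block and 0 to 11 with it.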

Other observations

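Every test in this part was chosen after the result it bears on had been seen.

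The number of genes called between PICD and GFP was set against other splits of the same 6 libraries into 3 and 3. Of the 10 splits, 5 gave at least 2 genes past an adjusted p of 0.05 in limma, the real split included, and the same 5 gave at least 1 gene in one direction, which is what the comparison gave in each direction. In 2 of these 5 splits both called genes held a fractional value; with such genes not counted, 3 of the 10 splits gave at least 2 genes, the real split included. At an unadjusted p under 0.05, 3 of the 10 splits gave at least 1166 genes. The split with the most calls set GFP libraries 0 and 2 and PICD library 0 against the other 3 and gave 15 genes, 14 of them in one direction, and 1457 genes at an unadjusted p under 0.05. Since 5 of the 10 splits gave as many genes, chance cannot be ruled out for the unblocked count. Of the 2 called genes, 0 held a fractional value. Both, 2 of 2, were called under median-ratio, total and quantile scaling, but these scalings kept the log2 fold changes at 1.06 to 1.09 and -0.54 to -0.53, so being called again says little about scaling.

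Libraries with the same number in the deposited column names deviated together. Over the tested genes the mean correlation of their deviations from the group mean was 0.0930, and each of the 3 same-numbered pairs was positive (0.0721, 0.124 and 0.0828), while the 6 other pairings ran from -0.0770 to 0.00020. Because deviations within a group sum to 0, positive same-numbered values push the others below 0, so the low values of the others add no separate evidence. A candidate explanation is shared handling of same-numbered libraries, such as 1 experiment with a GFP and a PICD arm. Of the 6 ways to match the GFP with the PICD libraries, 1, the matching by number, had a mean correlation as high, and a chance matching cannot be excluded with so few matchings. Similar library depth was tested as a technical alternative: 2 of the 6 matchings had depths at least as close as the matching by number, which therefore was not the closest. The resemblance was strongest between GFP library 1 and PICD library 1, with r = 0.580 over the 4484 genes with a mean of 1000 or more. The matchings that kept these libraries together gave 125 and 121 genes with the matching as a block, and the other 4 matchings gave 4 to 8 genes. Whether the numbers record experiments is not stated, so the pairing remains a hypothesis, and no biological explanation of the shared deviations was tested.

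With the replicate block, the groups were exchanged within 1 pair at a time, which gives 4 splits that each part all 3 same-numbered pairs. Only 1 of these 4 splits, the real one, gave as many as 125 genes in limma; exchanging pair 0, 1 or 2 gave 2, 0 and 0 genes, with 684, 289 and 440 genes at an unadjusted p under 0.05 against 1932. Without the block, 2 of the 4 splits gave at least 2 genes, the real one and the exchange of pair 0, in which both called genes held a fractional value; without such genes only the real split, 1 of 4, gave 2. The unblocked fits gave 1166 genes at an unadjusted p under 0.05 in the real split and 468, 220 and 302 after exchanging pair 0, 1 or 2. The other 6 of the 10 splits put a same-numbered pair on one side, so that differences between pairs enter the comparison. A share of 1 in 4 cannot establish a group effect, and the contrast between 125 and 2 genes is a reason to find out whether the columns are paired. Of the tested genes, 33.6% changed in one direction in all 3 pairs, against 25% by chance.

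The changes of 2-fold or more at an unadjusted p under 0.05 may for the most part reflect how few reads lie behind them. Low read numbers were the more common property: 93.3% of these 60 genes had a mean under 50 scaled reads, against 21.7% of the other tested genes (Fisher's exact test, two-sided, p = 1.86e-32). The median SE was 0.315 log2 units at a mean of 10 to under 100, and 0.0887 and 0.0529 in the 2 higher classes. Selecting changes of 2-fold or more therefore favours low genes, so this enrichment adds no separate evidence. Fractional read assignment was the rarer property: 16.7% of the 60 genes held a fractional value, against 5.26% of the 11120 other tested genes in which fractions could be assessed (Fisher's exact test, two-sided, p = 0.00114). Among those with a mean under 50 it was 14.3% of 56 genes against 3.70% of 3327 (Fisher's exact test, two-sided, p = 0.00121). Among the 6 genes with a change of 4-fold or more, 5 held a fractional value. Such values would arise if reads were shared by an estimate between genes with common sequence, and a large ratio between libraries in these genes need not be a change of abundance. Fractions could not be assessed in the 4212 genes with 1000 reads or more in every library, which were left out of these comparisons of fractional values.

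Whether genes with neighbouring identifiers changed together was tested, on the unchecked assumption that the numbering follows the genome. The most extreme window of 10 consecutive tested identifiers was matched or exceeded in a share of 0.413 of 1000 shuffled orders, so no run of identifiers stood out between PICD and GFP. In 3 of the 9 other splits that share was under 0.05.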
